A study of Drosophila melanogaster with 19 samples. Its data were reported in "Chiffon triggers global histone H3 acetylation and expression of developmental genes in Drosophila embryos" (2022).

How the data were processed

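RNA abundance was measured in 19 libraries of *Drosophila melanogaster* embryos at stages 12 to 14. The labels put them into 5 genotypes. The *chiffon* null mutants (null, n = 4) lack the *chiffon* gene product. The FL (n = 3), FLWF24 (n = 4) and ΔN (n = 4) embryos carry a *chiffon* transgene in that mutant background, and the WT embryos (n = 4) are the parental control. According to the study, FL encodes the full-length protein, FLWF24 carries an early stop codon and ΔN lacks the N-terminal part, so that the last 2 make Chiffon-B, the subunit of the CHAT acetyltransferase complex, but not Chiffon-A, the subunit of the DDK kinase. Total RNA from embryos picked by hand was used for the libraries, which were depleted of rRNA.

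Per the study's methods, the authors trimmed reads with Trimmomatic, mapped them with HISAT2 and assigned them to genes with htseq-count at its default settings. The deposited values were raw read counts per gene, checked as whole numbers with a different total in each library. The table had 17906 entries, of which 17807 were genes, 92 were ERCC spike-in sequences, 2 were the GFP and Gal4 reporters and 5 were the summary lines of htseq-count. The header was shifted by 1 cell against the values, and its names were read in their order. The 4 columns so named as null held the 4 lowest *chiffon* counts. The FL libraries were numbered 2 to 4 in the table and 1 to 3 in the labels, so they were matched as a group and are named here by the number in the table.

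Symbols and coordinates came from a later annotation of the same genome assembly (BDGP6), which held 17710 of the 17807 gene identifiers. The counting was done under the authors' own annotation. The default settings of htseq-count assign reads by strand, while the library kit named in the labels is not known to keep the strand. Values of genes that overlap, lie antisense to each other or have near-identical copies are therefore uncertain. After removal of 138 rRNA genes and of all entries that were not genes, 15055 genes had at least 1 count, and 11978 passed the expression filter of edgeR by genotype (filterByExpr) and were tested.

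Gene counts per library ran from 5495395 in ΔN replicate 4 to 21791117 in null replicate 3. Between 63.6% and 96.0% of all counted reads, 82.6% on average, fell into entries other than genes, which are the summary lines, the spike-ins and the reporters, mostly as reads that aligned to more than 1 place (45.0% to 85.3%). A gene seen with at most 3 counts in each library of a group was treated as at the floor, and folds against it are lower bounds. Since the reads carried no molecular identifiers, floors cover counting error only. Intervals of slopes, shares, medians and odds ratios are taken over genes, and cover neither the spread between libraries nor the dependence between genes.

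Scaling was by TMM, and CPM are counts relative to the scaled library size, in the usual unit of edgeR. The fit and the tests used the quasi-likelihood method of edgeR 4.0.16 with robust estimation in R 4.3.3, with all 19 libraries in 1 fit. The model held 1 factor of unwanted variation, estimated from the differences between replicates by the RUVs method, with all tested genes as controls. The method was written out in R. The study names RUV by replicates but not the number of factors, so the smallest number was taken. It also leaves open whether factors entered the model, as here, or RUV-normalized counts were tested. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all tested genes and an absolute log2 fold change of at least 0.5. The last threshold is the one the study states, read here as a log2 value. Adjusted p-values of single genes are from this edgeR fit and are two-sided.

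A gene was called against both controls when it was called in null against FL and in null against WT with the same sign. The rescue slope is the slope through the origin of the log2 fold changes of a transgene against WT on those of null against FL, over the genes called in null against FL, so that no library is on both axes. A slope of 0 is full rescue and a slope of 1 is none, and 95% intervals came from 1000 bootstrap draws of genes. The stage score of a library is the mean log2(CPM + 1) of lists of late muscle and late cuticle genes minus that of a list of early embryo genes. Groups were compared for single values by two-sided exact permutation tests, with Benjamini-Hochberg adjustment over the 9 comparisons of each measure. Correlations are given with p-values from 100000 permutations.

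Camera from limma 3.58.1, with a preset correlation of 0.01, was run on 10 gene lists drawn up in advance: CHAT, DDK and other histone acetyltransferase genes, early embryo, late muscle, late cuticle, synaptic, isoprenoid, ecdysone, replication, stress and sex (the *roX* RNAs). The synaptic, isoprenoid and ecdysone lists stand for processes that the study found in these same libraries, so they are not independent evidence. The share of called genes on chromosome arm 2L was tested by Fisher's exact test (two-sided) against all other tested genes.

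Named genes were chosen by rule. They are *chiffon*, the genes of the CHAT, DDK and acetyltransferase list, *roX1* and *roX2*, and the genes within 20000 bp of *chiffon*. Also named are the 5 highest and 5 lowest genes by mean log2 fold change among those called against both controls, with a mean CPM of at least 5 and no overlap between null and control libraries. The 5 genes with the smallest p in ΔN against FLWF24 and the 3 with the smallest p in FL against WT and in FLWF24 against FL complete the list, of which 1 gene is not reported here. Ribosomal protein genes and antisense RNAs were singled out only after their values were seen.

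Groups, comparisons, tests, gene lists and the rule for names were fixed before the data were examined, as were these alternatives: 0, 2 or 3 RUV factors, RLE and upper-quartile scaling, DESeq2 1.42.0, fits on the compared groups only, no filter or at least 10 counts on average, other thresholds (adjusted p under 0.01, no fold change threshold or an absolute log2 fold change of at least 1), a pseudocount of 0.1 in the stage score, fry or an estimated correlation in place of camera, exchanged controls in the rescue slope, replicate number as a block, and each library left out in turn. Chosen after seeing the data were the stage score as a covariate, RUV-normalized counts as input, likelihood ratio tests, thinning to the smallest library and gene lists without *chiffon*. Recovery was tested on simulated data with 200 changed genes. Of these, 57% were called against both controls, or 51.5% when a simulated factor of unwanted variation was added. These shares hold only for the simulated size of change. With no changed gene, 0 genes were called in these simulations. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The chromatin immunoprecipitation data and the RNA-seq of other mutants described by the study were not used here.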

Results

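Gene expression was compared between null embryos, embryos with the FL, FLWF24 or ΔN transgene, and WT embryos, all at stages 12 to 14. Each genotype had 4 libraries except FL with 3. The libraries held 5495395 to 21791117 gene counts. The 2 smallest were ΔN replicate 4 and null replicate 1 (6738715 counts). Replicates of a genotype were correlated at 0.785 to 0.951.

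The *chiffon* transcript (chif, FBgn0000307, chromosome arm 2L, 16342430 to 16352628, minus strand) was measured first, to check the genotypes and the transgenes. It was at 29.1 ± 6.90 CPM in null (SD, n = 4), 238.0 ± 14.0 in FL (n = 3), 254.1 ± 40.9 in FLWF24 (n = 4), 444.7 ± 132.6 in ΔN (n = 4) and 251.4 ± 25.8 in WT (n = 4). In null it fell by 2.95 on the log2 scale against FL (SE 0.302, adjusted p 7.9e-06) and fell by 3.07 against WT (SE 0.242, adjusted p 5.48e-08). FL and WT differed by less than the spread between libraries (log2 fold change of FL against WT -0.12, adjusted p 0.979), as did FLWF24 and FL (0.12, adjusted p 1). In ΔN the transcript was higher than in FL by 0.90 (SE 0.232), with an unadjusted p of 0.000743 and an adjusted p of 0.223 over all tested genes. Of the alternatives fixed beforehand, DESeq2 changed this call (0.97, adjusted p 0.00608), and over all 38 alternatives the adjusted p ran from 0.00219 to 0.521. One library, ΔN replicate 4, held 250.4 CPM, at the level of the other genotypes, and without it the ΔN increase over FL was 1.10. Against WT and FLWF24 the ΔN increases were 0.79 (adjusted p 0.25) and 0.78 (adjusted p 0.177). Of the 7747 exon bases of *chiffon*, 1507 (19.5%) are annotated as shared with *Hyls1*, which has no other exon bases and had 0 counts. Reads in the shared bases may have been assigned to neither gene, so these 0 counts do not show that *Hyls1* was silent. Transgene and endogenous reads were counted together.

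**Figure D1:**
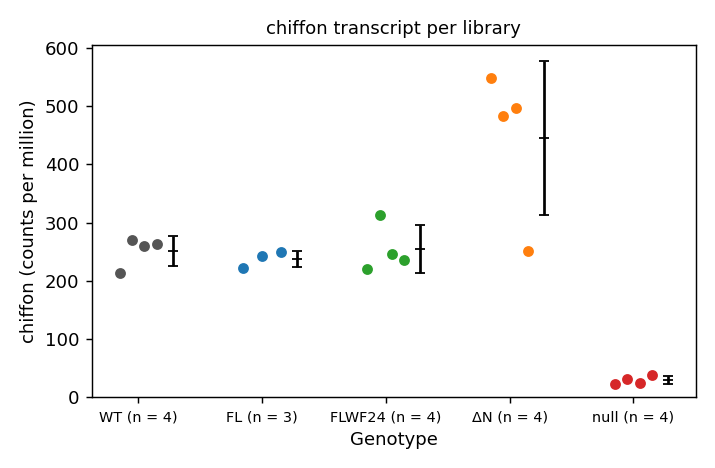
The plot gives the normalized count of *chiffon* (CPM) in each of the 19 libraries by genotype, with the mean and SD of each group. The 4 null libraries sit between 22.3 and 38.0 CPM, and ΔN replicate 4 (250.4 CPM) lies apart from the other ΔN libraries.

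In the list of 12 CHAT, DDK and acetyltransferase genes, 1 gene, *chiffon* itself, passed in null against FL and in null against WT, both adjusted over the list alone and over all genes. Adjusted over the list alone, 1 gene also passed in ΔN against FL, ΔN against WT and ΔN against FLWF24, where 0 passed over all genes. In the other comparisons 0 passed either way. These counts are with the RUV factor. Without it, *Gcn5* (log2 fold change -0.90, adjusted p 0.0389) and *chm* (-0.87, 0.0472) also passed over all genes in null against FL. With the factor they had -0.74 (adjusted p 0.38) and -0.61 (0.466). Over all genes, 1050 had an unadjusted p under 0.05 in FL against WT, 766 in FLWF24 against FL and 1208 in FLWF24 against WT.

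Embryos were picked over a range of stages, so the developmental stage of the libraries was compared. The stage score was 3.94 ± 1.57 in null (SD, n = 4), -1.40 ± 0.921 in FL (n = 3), 0.572 ± 0.630 in FLWF24 (n = 4), 0.182 ± 1.82 in ΔN (n = 4) and 1.33 ± 0.899 in WT (n = 4). The null score exceeded that of the 7 control libraries by 3.79 (exact two-sided permutation p 0.0121 over 330 splits, smallest possible 0.00303, adjusted over 9 comparisons 0.0858). It was above every control library in 3 of 4 null libraries. It was higher than in FL in 4 of 4 libraries (exact p 0.0286, the smallest possible), and higher than in WT by less firm a margin (exact p 0.0857). The controls themselves differed by 2.73, with FL the lower (exact p 0.0571). FLWF24 was higher than FL in 4 of 4 libraries (exact p 0.0286, adjusted 0.0858).

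Principal components of the log2 CPM gave 35.4% of the variance to the first component and 8.67% to the second. The first component followed the stage score over the 19 libraries (Pearson's r -0.939, permutation p 1e-05, the smallest possible; Spearman's rho -0.933, p 1e-05; r -0.886 without the 2 farthest libraries). Without the null libraries, r was -0.834 over 15 libraries (p 1e-04; rho -0.896, p 3e-05; r -0.851 without 2). The RUV factor also followed the score (r -0.862, p 1e-05; rho -0.83, p 6e-05; r -0.762 without 2), and did so without null (r -0.745, p 0.002; rho -0.725, p 0.003; r -0.771 without 2). Adjusted over these 4 relations, the p-values of r were 2e-05, 1e-04, 2e-05 and 0.002. The genes of the score are among those that enter the components and the factor. The labels named no sequencing batch within which the relation could be taken.

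**Figure D2:**
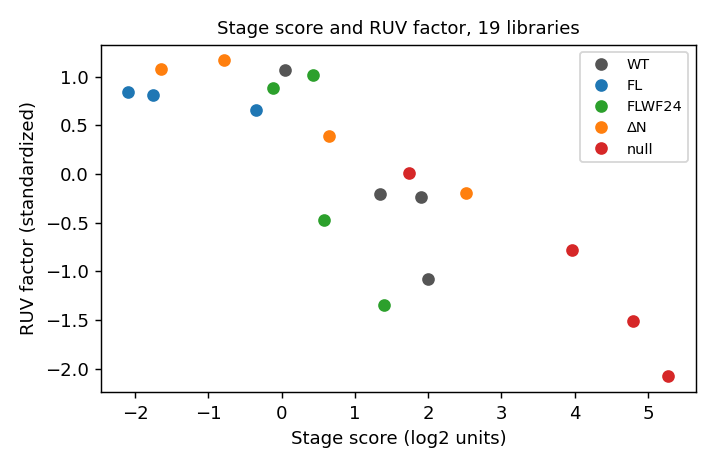
The stage score (difference of mean log2 values) of each library is plotted with its RUV factor (standardized), coloured by genotype. Libraries with a high score tend to lie at the low end of the factor, with 3 of the 4 null libraries at scores of 3.96 to 5.28.

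Loss of *chiffon* was examined against the FL rescue and against WT. In null against FL, 66 of 11978 genes were called, 48 higher and 18 lower, and 1457 had an unadjusted p under 0.05. This count depended on the treatment of unwanted variation more than on any other choice made beforehand, with 1308 genes (859 higher, 449 lower) when the RUV factor was left out, of which 64 were among the 66. Without FL replicate 3 the count was 22, and without null replicate 3 it was 365. In null against WT, 87 genes were called, 34 higher and 53 lower, and 1407 had an unadjusted p under 0.05. Upper-quartile scaling turned that split to 23 higher and 75 lower. Without the RUV factor 176 genes were called, of which 79 were among the 87. The count was 38 without WT replicate 3 and 285 without null replicate 3.

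Genes called in null against both controls numbered 19, 4 higher and 15 lower, which was 0.159% of the tested genes. Both comparisons share the null libraries, and in simulated data without changed genes 65.9% of genes had the same sign in both, or 69.7% with a simulated factor, while 0 were called. No gene was called with opposite signs. At the looser threshold of an unadjusted p under 0.05 in both, 580 genes had the same sign, and those with opposite signs were not counted. Without the RUV factor 126 genes were called against both controls, 72 higher and 54 lower, and 17 of the 19 were among them. The highest of all settings was RUV-normalized counts with 4 factors, chosen after seeing the data, with 573. Without null replicate 3, which had the lowest stage score of the null libraries (1.74), 142 genes were called, and without null replicate 2 there were 9. Without null replicate 3, 101 genes were lower in null, and without FL replicate 3, 8 were.

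**Figure D3:**
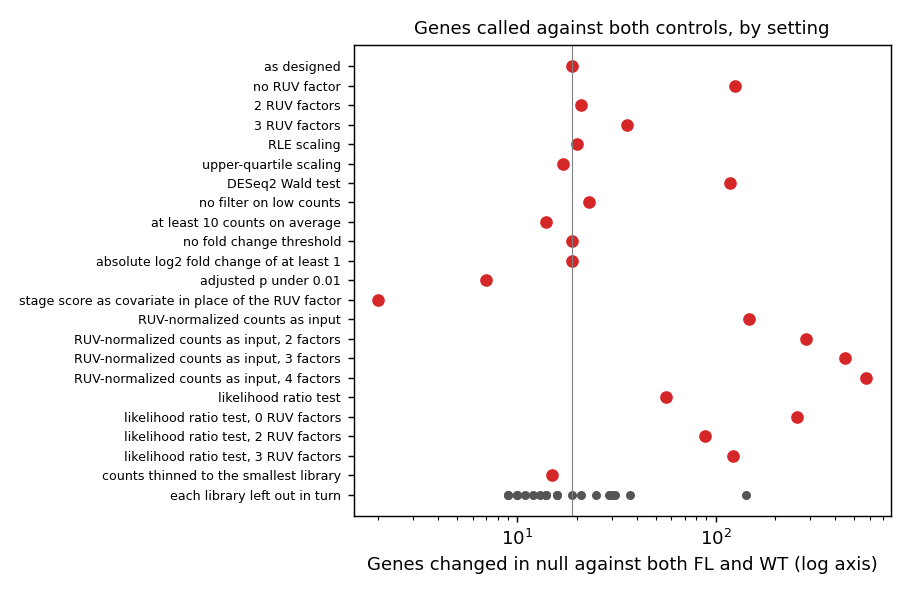
Each red point is the number of genes called in null against both FL and WT under 1 setting, on a log axis, and grey points leave out 1 library each. The count is 19 as designed (vertical line), and runs from 2 with the stage score as a covariate to 573 with RUV-normalized counts and 4 factors.

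Besides *chiffon*, the lowest of these genes in null were the following. *lncRNA:CR40469* (FBgn0058469, chromosome X, 122493 to 122706) was at 7.92 ± 1.53 CPM in null (SD, n = 4) and 368.1 ± 125.7 in the 7 controls, a log2 fold change of -5.34 against FL (adjusted p 4.18e-07) and -4.92 against WT (5.48e-08). *CG42831* (FBgn0262020, 3L) was at 1.01 ± 0.984 and 25.7 ± 10.6 CPM, with -4.93 (0.00676) and -4.23 (0.00406). *Dph1* (FBgn0036194, 3L) was at 61.6 ± 17.1 and 279.9 ± 62.6 CPM, with -2.41 (0.00768) and -2.75 (0.000327). *CG9698* (FBgn0039784, 3R) was at 5.97 ± 2.21 and 26.6 ± 6.48 CPM, with -2.58 (0.00716) and -2.54 (0.000683). The calls of these 4 genes held in each of the 19 fits that left out 1 library. Fits on the compared groups only lost the calls of *CG42831* (adjusted p 0.186 against FL and 0.166 against WT) and of *CG9698* against FL (0.187). With the stage score as a covariate, *CG42831* (0.349), *Dph1* (0.456) and *CG9698* (0.304) were not called against FL, with log2 fold changes of -4.88, -2.63 and -2.95, while all 3 were still called against WT (-4.22, -2.82 and -2.72, adjusted p 0.0206, 0.00871 and 0.00324). The 10 remaining lower genes had mean log2 fold changes of -2.05 to -1.25, the first being *CG7763*.

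On the higher side, 3 genes met the rule for names. *tau* (FBgn0266579, 3R) was at 77.5 ± 20.7 CPM in null (SD, n = 4) and 12.4 ± 9.36 in the 7 controls, a log2 fold change of 3.70 against FL (adjusted p 0.000767) and 1.64 against WT (0.0485). *CAP* (FBgn0033504, 2R) was at 465.3 ± 128.5 and 124.5 ± 65.3 CPM, with 2.04 (0.00589) and 1.15 (0.0452). *Act57B* (FBgn0000044, 2R) was at 4420 ± 1482 and 1187 ± 592.2 CPM, with 1.54 (0.0143) and 1.04 (0.042). Their calls against WT were lost in 13, 11 and 10 of the 19 fits that left out 1 library, with adjusted p up to 0.176, 0.14 and 0.135. All 3 also lost them with upper-quartile scaling (adjusted p 0.0629, 0.0719 and 0.0629), with at least 10 counts on average (0.0608, 0.0613 and 0.0613), with fits on the compared groups only (0.0552, 0.105 and 0.103) and with the stage score as a covariate (0.335, 0.421 and 0.543), which also removed their calls against FL (0.349, 0.865 and 0.973). *Act57B* is 1 of the genes of the score, so for it this loss follows in part from the construction. With replicate number as a block, *tau* (0.118) and *Act57B* (0.0901) lost the call against WT, and so did *tau* (0.0853) and *CAP* (0.101) with thinned counts. Against FL, *Act57B* also lost its call without FL replicate 2 (0.0769) and without FL replicate 3 (0.0651). The fourth higher gene, *Pmvk*, overlapped between the groups (49.8 ± 26.4 and 21.6 ± 7.06 CPM) and was named only after its values were seen.

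The null alleles and the reporters lie on chromosome 2, so linked differences were looked for. Of the 11 genes within 20000 bp of *chiffon*, 10 were tested and none was called in any comparison with the RUV factor in the fit. Without the factor, *CG31817* was called higher in null than in WT (log2 fold change 2.24, adjusted p 0.0304, against 2.21 and 0.0752 with the factor) and *CG4455* lower in null than in FL (-1.59, adjusted p 0.0339, against -0.84 and 0.448). *CG31817* was at 3.98 ± 0.710 CPM in WT (SD, n = 4), below the mean of each other genotype (11.1 ± 4.57 in ΔN to 18.9 ± 8.03 in null, n = 4 each), and 3 of the 10 tested genes had their lowest mean in WT. In null against WT, 18 called genes (20.9%) were on arm 2L, against 17.6% of tested genes (odds ratio 1.24, 95% interval 0.691 to 2.11, Fisher's exact two-sided p 0.397). The odds ratio was 0.95 in null against FL (p 1) and 0.389 in FL against WT (p 0.487). DESeq2 moved the ratio in null against WT to 0.836, and leaving out null replicate 3 to 0.854. The dosage compensation RNAs *roX1* and *roX2*, made in males, were not called in any comparison, with *roX1* at 1456 ± 223.5 CPM in null and 1807 ± 311.7 in WT (SD, n = 4 each) and *roX2* at 212.6 ± 141.1 and 118.1 ± 29.9.

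The controls were compared with each other as the background for the other counts. In FL against WT 13 genes were called, 5 higher and 8 lower, or 5 and 5 with RLE scaling, with 1050 at an unadjusted p under 0.05. DESeq2 called 339. Without FL replicate 2 there were 5 genes, and without ΔN replicate 1, which entered only through the shared spread and factor, there were 30. *CG10311* (FBgn0038420, 3R) had 0 counts in the 3 FL libraries and was at least 52.5-fold higher in WT (adjusted p 0.00133). The bound uses the WT mean, which replicate 2 raised (23.6 CPM, against 4.40 to 7.34 in the others). *CG9344* (FBgn0034564, 2R) was at 55.7 ± 8.14 CPM in FL (SD, n = 3) and 12.1 ± 2.56 in WT (n = 4), a log2 fold change of 1.95 (SE 0.276, adjusted p 0.00209). *Prx6c* (FBgn0033518, 2R) was at 209.8 ± 11.2 and 47.7 ± 14.0 CPM, with 1.97 (SE 0.289, adjusted p 0.00229). Both of these were also called higher in null, FLWF24 and ΔN than in WT.

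The FLWF24 and ΔN transgenes addressed whether Chiffon-A was needed. In FLWF24 against FL 1 gene was called, the same *CG10311*, at least 37.0-fold higher in FLWF24 (adjusted p 0.00291). At an unadjusted p under 0.05 there were 766 genes. The bound uses the FLWF24 mean, which replicate 3 raised (19.4 CPM, against 2.29 to 3.96 in the others). In fits on the compared groups only, *CG10311* lost this call (adjusted p 0.102), while 33 genes were called. Without the RUV factor 0 genes were called (958 at an unadjusted p under 0.05), DESeq2 called 201, and leaving out ΔN replicate 4 gave 6. FLWF24 against WT gave 22 genes, 18 higher and 4 lower, with 3 without WT replicate 4 and 44 without WT replicate 1. ΔN against FL gave 2 genes, *CG10311* higher and *qvr* lower, with 13 without ΔN replicate 1, 1 without null replicate 2 and 355 under DESeq2. ΔN against WT gave 9 genes, 2 higher and 7 lower (2 and 2 with RLE or upper-quartile scaling), with 38 without ΔN replicate 1 and 1 without FLWF24 replicate 4. At an unadjusted p under 0.05 there were 1208, 1268 and 1251 genes in these last 3 comparisons.

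Along the 66 genes called in null against FL, the rescue slope of FLWF24 was -0.119 (95% interval -0.167 to -0.0827) and that of ΔN was -0.214 (-0.29 to -0.139). Computed from single libraries, the slopes had an SD of 0.089 and 0.0986 (n = 4 each). Of the 66 genes, 0 were also called with the same sign in FLWF24 or in ΔN against WT, where 1208 and 1251 genes had an unadjusted p under 0.05. In 20 simulations with full rescue, 200 genes were changed by 2 on the log2 scale. The simulated slopes ran from -0.145 to 0.163 for FLWF24 and from -0.224 to 0.101 for ΔN. With the same changes, a simulated slope of 0.5 was read as 0.298 on average. The slopes therefore lay within the range that full rescue gave, and a partial loss of rescue would be read too low. With the controls exchanged, over the 87 genes of null against WT, the slopes were 0.0353 and -0.0786. Without WT replicate 1 the FLWF24 slope was -0.298 and without FL replicate 3 it was -0.0471. The ΔN slope was -0.444 without ΔN replicate 4 and -0.0215 without null replicate 1.

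**Figure D4:**
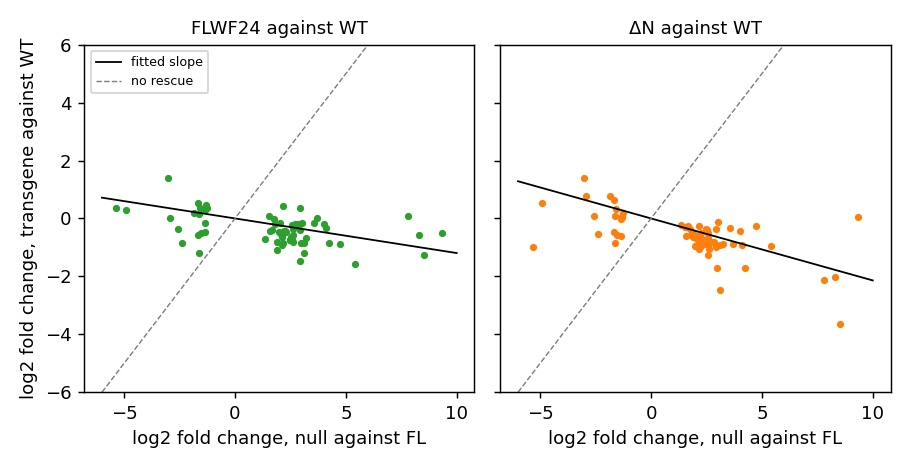
Log2 fold changes of FLWF24 (left) and ΔN (right) against WT are plotted against those of null against FL, 1 point for each of the 66 genes called in null against FL. The lines have the slopes -0.119 and -0.214, where 1 would be no rescue.

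Both transgenes that make Chiffon-B alone were compared with each other. In ΔN against FLWF24 41 genes were called, 2 higher and 39 lower in ΔN, with 1413 at an unadjusted p under 0.05. Without the RUV factor there were 30, of which 29 were among the 41. DESeq2 called 330, and there were 13 without FLWF24 replicate 1 and 66 without ΔN replicate 1. Of the 41, 30 (73.2%) had the opposite sign to both null comparisons, all of them lower in ΔN, and 4 had the same sign. The null changes of these 30 were small, with a median log2 fold change of 0.37 against FL, where 0 were called and 7 had an unadjusted p under 0.05, and of 0.48 against WT, where 1 was called and 17 had such a p. Among the 11937 genes not called, 39.2% had the opposite sign to both. The 30 became 10 without FLWF24 replicate 1 and 52 without ΔN replicate 1. Of the 41 genes, 8 were also called in FLWF24 against WT, all 8 with the sign reversed, where the shared FLWF24 libraries gave a reversed sign to 65.5% of the genes not called.

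Among the genes with the smallest p in this comparison, 4 are described, each lower in ΔN. *Ntf-2* (FBgn0031145, chromosome X) was at 137.3 ± 20.6 CPM in ΔN and 459.3 ± 74.6 in FLWF24 (SD, n = 4 each), a log2 fold change of -1.79 (SE 0.219, adjusted p 0.000402), and at 126.5 ± 31.6 in WT. *RpL36* (FBgn0002579, chromosome X) was at 842.3 ± 286.7 and 2435 ± 132.3 CPM, with -1.64 (SE 0.229, adjusted p 0.000837). *RpS14b* (FBgn0004404, chromosome X) was at 147.7 ± 34.0 and 366.7 ± 46.7 CPM, with -1.38 (SE 0.204, adjusted p 0.00177), and has a near-identical copy that makes its value uncertain. *qvr* (FBgn0260499, 2R) had at most 1 count in any ΔN library and was at least 12.1-fold higher in FLWF24 (adjusted p 0.000491). The calls of these 4 genes, *Ntf-2*, *RpL36*, *RpS14b* and *qvr*, held in each of the 19 fits that left out 1 library, and *qvr* lost its call in fits on the compared groups only (adjusted p 0.118).

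Gene lists were tested in null against both controls. By camera, 8 of the 10 lists passed an adjusted p of 0.05 in each comparison, all but the ecdysone and sex lists. The fry test kept 5 in null against FL and 3 in null against WT, and with an estimated correlation 4 and 0 passed. Against FL, the median log2 fold change was 2.41 for late muscle (adjusted p 1.43e-20, 17 of 17 higher), 2.96 for late cuticle (7.48e-09, 16 of 17), 2.01 for synaptic (3.09e-16, 19 of 20) and 1.83 for isoprenoid genes (2.93e-06, 8 of 10). It was -0.60 for early embryo (1.86e-06, 6 of 35 higher), -0.69 for replication (1.13e-06, 1 of 19), -0.58 for stress (0.0101, 5 of 12) and -0.13 for CHAT, DDK and acetyltransferase genes (0.000287, 2 of 12). Ecdysone genes had a median of -1.51 (0.249, 2 of 7) and the sex list 0.61 (0.506, 2 of 2). Setting genes of a group at the floor to their bounds left these medians as they were. Without the RUV factor the medians against FL were 4.62 for late muscle, 4.31 for late cuticle, 3.56 for synaptic and 1.37 for isoprenoid genes. They were -1.15 for early embryo, -1.24 for replication, 0.12 for stress and -0.60 for CHAT, DDK and acetyltransferase genes. Ecdysone genes had -0.85 and the sex list 0.41. Against WT the medians were 0.73 for late muscle (0.00016), 1.36 for late cuticle (0.00019), 0.94 for synaptic (6.35e-06), 0.94 for isoprenoid (0.015), -0.29 for early embryo (0.000368), -0.43 for replication (0.00019), -1.47 for stress (5.88e-08), -0.29 for CHAT, DDK and acetyltransferase (4.29e-05), -1.02 for ecdysone (0.167) and 0.38 for sex (0.801). Under fry the lists that passed against FL were CHAT, DDK and acetyltransferase (0.033), isoprenoid (0.00524), late cuticle (0.00715), late muscle (0.00524) and synaptic (0.000935). Against WT they were CHAT, DDK and acetyltransferase, stress and synaptic (0.0285 each). Without the RUV factor, early embryo (0.00393) and replication (0.00309) also passed fry against FL. Against WT late cuticle (0.0203) then passed fry and stress (0.138) did not. The median of late muscle against WT was 1.63 without the factor. With the stage score as a covariate, 3 and 1 lists passed by camera. The CHAT, DDK and acetyltransferase list holds *chiffon*, whose level the genotype sets. With *chiffon* left out, the adjusted p of this list was 0.0627 against FL and 0.0391 against WT by camera, and 0.264 and 0.161 by fry, so that its call against FL and both calls under fry rested on *chiffon*. By camera, the stress list lost its call against FL in 5 of the 19 fits that left out 1 library (adjusted p up to 0.156, without FLWF24 replicate 3), and the isoprenoid list against WT in 3 of 19 (up to 0.105, without null replicate 2). The isoprenoid list against WT also lost its call without the RUV factor (0.21) and with replicate number as a block (0.0745).

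The shifts of the lists against FL were not limited to null. By camera, 5 lists passed in FLWF24 against FL and 6 in ΔN against FL. Late muscle had a median log2 fold change of 1.25 in FLWF24 (adjusted p 9.83e-17) and 1.10 in ΔN (7.55e-09), with 17 of 17 genes higher in both. Synaptic (0.63, adjusted p 0.00121, and 0.29, 0.000975), late cuticle (0.57, 0.00308, and 1.06, 0.000798) and isoprenoid genes (0.64, 0.00795, and 0.70, 0.000865) were higher in FLWF24 and in ΔN as well. The stress list was higher than in FL, where null was lower, by 0.34 in FLWF24 (0.0142) and by 1.62 in ΔN (1.97e-16), and early embryo genes were lower in ΔN (-0.39, 0.000798). In ΔN against FLWF24 the stress list (1.46, 1.37e-08) and the early embryo list (-0.31, 0.045) passed, the last not without the RUV factor (0.74). Without the factor the isoprenoid list did not pass in FLWF24 against FL (0.0671). Other lists passed only without the factor. In ΔN against FLWF24 these were late muscle (-0.61, 0.00388, 0 of 17 genes higher) and CHAT, DDK and acetyltransferase (0.15, 0.0423). In FLWF24 against FL it was early embryo (-0.36, 0.000577). Under fry the lowest adjusted p was 0.177 in FLWF24 against FL and 0.165 in ΔN against FLWF24. In ΔN against FL the stress list alone passed fry (0.0251), and it did not without the RUV factor (0.0799). These 3 comparisons of lists were not repeated with libraries left out.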

Values the study reported

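The study reported 996 genes that differed between *chiffon* null embryos and both controls, of which 427 had lower expression in the mutant. It put the share of expressed genes that need this subunit at 10%. Between the ΔN and FLWF24 transgenes, 26 genes were reported to differ in the direction opposite to that of the null mutant.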

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

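For single libraries that stood apart from their group, the tests against the stage score and against the *roX2* level were chosen only after the results were seen. A library was singled out when its gap to the nearest other library of its genotype, as a share of the whole range of the group, exceeded the 95% critical value of Dixon for groups of 4. Of 108 such groups examined, 8 had such a library, where 5.4 would be so by chance, so most of these results need no explanation beyond chance. Single libraries against the group spread give no biological contrast, and no biological explanation was tested for them except where the stage is named.

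Null replicate 3 was low for 3 genes. *tau* was at 46.8 CPM, with the other null libraries at 83.6 to 90.1, *CAP* was at 274.2 against 506.9 to 547.7, and *roX1* was at 1124 against 1525 to 1603. This library had the lowest stage score of its group. Over the 15 libraries of the other genotypes, with group means removed, the stage score was correlated with *CAP* (r 0.744, permutation p 0.019, Spearman's rho 0.825, r 0.895 without the 2 farthest libraries, adjusted p 0.028 over 6 relations). With *tau* the relation was looser (r 0.465, p 0.069, rho 0.407, r 0.269 without 2, adjusted p 0.076). A younger library is a candidate explanation, but it rests on the weaker of both relations, and stage and other differences of this library cannot be told apart for *tau* and *CAP*. Fewer male embryos may explain the low *roX1*, since *roX2*, which is also made in males, was at 55.5 CPM in this library, the lowest of the 4 null libraries. Neither RNA was tested against the stage score, so a part of stage is not excluded for them.

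FLWF24 replicate 3 was high for *Act57B*, at 2496 CPM against 1146 to 1212 in the others, and for *CG10311*, at 19.4 against 2.29 to 3.96. *CG10311* was also high in WT replicate 2, at 23.6 CPM against 4.40 to 7.34. *Act57B* is 1 of the genes of the stage score and was left out of the score for its own test. Outside the group concerned, the score was correlated over 15 libraries with *Act57B* (r 0.8475, permutation p 0.0017, rho 0.861, r 0.8476 without 2, adjusted p 0.0051). For *CG10311* the values were r 0.76 outside FLWF24 (p 0.0045, rho 0.742, r 0.599 without 2, adjusted p 0.009) and r 0.773 outside WT (p 0.0013, rho 0.742, r 0.641 without 2, adjusted p 0.0051). Both libraries had the highest stage score of their genotype (1.404 and 2.004), which is consistent with older embryos in them.

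The gene *qvr* was at 11.5 CPM in FLWF24 replicate 1 and at 5.25 to 5.40 in the other FLWF24 libraries. Its correlation with the stage score outside FLWF24 was weak (r 0.384, permutation p 0.076 over 15 libraries, rho 0.351, r 0.381 without 2, adjusted p 0.076), and the score of this library (0.422) was within the range of its group, so a difference of stage and chance cannot be told apart here. In ΔN replicate 2, *qvr* was at 0.101 CPM, which is 1 count, and the other ΔN libraries had 0. All of these are at or under the floor of 3 counts, so that there is no difference to explain.

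The reporter sequences, which no comparison used, were more abundant in null than in the 7 control libraries. Gal4 was higher by 0.733 on the log2 scale (exact two-sided permutation p 0.0182 over 330 splits, adjusted over 9 comparisons 0.0858), and above every control in 2 of 4 null libraries. GFP was higher by 0.671 (exact p 0.0182, adjusted 0.164), and above every control in 3 of 4. Both differences fail the correction. Over the 15 libraries outside null, with group means removed, the stage score was correlated with Gal4 at r 0.279 (permutation p 0.28, rho 0.193, r 0.327 without the 2 farthest) and with GFP at r 0.136 (p 0.52, rho 0.00357, r 0.062 without 2), each with an adjusted p of 0.52. Older embryos, the number of reporter copies in each cross and an effect of the mutation on the reporters may each play a part, and with these libraries the stage and the genotype cannot be told apart for this difference. Copy number and an effect of the mutation were not tested.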

How the results depend on the processing

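The alternatives were run 1 at a time, and the stage covariate, RUV-normalized counts, likelihood ratio tests, thinned counts and lists without *chiffon* were chosen after seeing the data. Values are numbers of genes changed, unless another quantity is named, and "both" stands for null against both controls. Leaving out a library aside, results that answered a comparison kept their direction and side of the threshold, or stayed within 1.5 times, in 230 instances, while 155 moved, 7 became significant, 0 lost significance and 15 reversed. Among the other results, such as single genes and lists, 757 were the same, 69 lost significance, 12 moved, 9 reversed and 0 gained it. In the fits that left out 1 library, 254 results that answered a comparison were the same, 113 moved and 5 reversed, and of the other results 783 were the same, 44 lost significance, 4 moved and 5 reversed. For each change below the cause was not tested, except where fewer samples or a stricter threshold made the count smaller.

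Without a RUV factor there were 1308 genes in null against FL, 176 in null against WT, 126 in both and 0 in FLWF24 against FL (958 at an unadjusted p under 0.05). The 2L odds ratio reversed to 0.926, the stress list reversed in null against FL (adjusted p 0.87) and so did the sex list in null against WT (0.931), while the isoprenoid list lost its call in null against WT (0.21). With 2 RUV factors there were 7 in FLWF24 against FL, 9 in ΔN against FL, 37 in ΔN against WT and 79 in ΔN against FLWF24, 54 of them opposite in sign to null. With 3 factors there were 163 in null against FL, 133 in null against WT, 36 in both, 65 in FL against WT, 23 in FLWF24 against FL, 50 in ΔN against FL, 183 in ΔN against WT and 211 in ΔN against FLWF24, of which 131 opposite, and the 2L odds ratio was 0.994.

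DESeq2 gave 533 in null against FL, 357 in null against WT, 118 in both, 339 in FL against WT, 201 in FLWF24 against FL, 210 in FLWF24 against WT, 355 in ΔN against FL, 266 in ΔN against WT and 330 in ΔN against FLWF24, of which 151 opposite. The *chiffon* increase in ΔN over FL became significant (0.97, adjusted p 0.00608), and the 2L odds ratio was 0.836. Fits on the compared groups only gave 246 in null against FL, 25 in null against WT, 141 in FL against WT, 33 in FLWF24 against FL, 116 in FLWF24 against WT, 0 in ΔN against FL (649 at an unadjusted p under 0.05) and 15 in ΔN against WT, and *chiffon* in WT against FL reversed to -0.03 (adjusted p 0.942). An adjusted p under 0.01 left 23 in null against FL, 35 in null against WT, 7 in both, 4 in FL against WT, 4 in FLWF24 against WT, 1 in ΔN against FL, 1 in ΔN against WT and 15 in ΔN against FLWF24, of which 11 opposite.

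The stage score as a covariate left 2 in null against FL, 33 in null against WT and 2 in both, with 6 in FL against WT, 2 in FLWF24 against FL, 4 in ΔN against FL, 3 in ΔN against WT and 63 in ΔN against FLWF24. The ΔN slope was 0.0821, but it rests on the 2 genes called in null against FL, *chiffon* and *lncRNA:CR40469*, so it cannot speak to rescue. The 2L odds ratio reversed to 0.833, and 3 lists in null against FL and 1 in null against WT were called. Early embryo (adjusted p 0.146 and 0.784) and sex (0.819 and 0.784) reversed in null against FL and against WT, replication in null against FL (0.779) and late muscle in null against WT (0.101). The score is built from the early embryo, late muscle and late cuticle lists, so changes of these lists follow from its construction.

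RUV-normalized counts with 1 factor gave 676 in null against FL, 309 in null against WT, 148 in both, 43 in FL against WT, 5 in FLWF24 against FL, 44 in FLWF24 against WT, 6 in ΔN against FL, 36 in ΔN against WT and 67 in ΔN against FLWF24, a ΔN slope of -0.101 and a 2L odds ratio of 0.884. In the same order, 2 factors gave 1129, 554, 287, 94, 7, 93, 30, 229 and 159 (100 opposite), with *chiffon* in ΔN over FL at 0.98 (adjusted p 0.0202) and a 2L odds ratio of 0.863. With 3 factors the counts were 1562, 823, 447, 278, 51, 153, 199, 822 and 634 (367 opposite), with *chiffon* at 1.03 (adjusted p 0.00439) and an odds ratio of 0.927. With 4 they were 1788, 1091, 573, 486, 105, 352, 461, 1172 and 1020 (565 opposite), with *chiffon* at 1.01 (adjusted p 0.00219), an odds ratio of 0.91 and the sex list reversed in null against WT (0.945).

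Likelihood ratio tests gave, again in this order, 343, 172, 56, 186, 72, 108, 185, 127 and 207 (116 opposite), with *chiffon* at 0.90 (adjusted p 0.0457), a ΔN slope of -0.111 and an odds ratio of 0.952. With 0 RUV factors they gave 2034, 365, 257, 220, 47, 39, 68, 155 and 162 (120 opposite), with an odds ratio of 0.89. With 2 factors they gave 422, 275, 89, 248, 118, 99, 360, 361 and 357 (203 opposite), with *chiffon* at 0.89 (adjusted p 0.0145) and an odds ratio of 0.801. With 3 they gave 441, 377, 122, 331, 186, 134, 511, 928 and 829 (487 opposite), with *chiffon* at 0.88 (adjusted p 0.011) and an odds ratio of 0.889.

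Upper-quartile scaling gave 3 in FLWF24 against FL, 4 in ΔN against WT and a 2L odds ratio of 0.992. RLE scaling gave 4 in ΔN against WT and 25 in ΔN against FLWF24, of which 18 opposite. With no filter there were 3 in FLWF24 against FL, and with at least 10 counts on average 1 in ΔN against WT. Counts thinned to the smallest library gave 2 in FLWF24 against FL, 1 in ΔN against FL and a 2L odds ratio of 0.995. With exchanged controls the slopes were 0.0353 for FLWF24 and -0.0786 for ΔN. Under fry 5 and 3 lists were called in null against FL and WT, and with an estimated correlation 4 and 0. With *chiffon* left out of the lists, camera called 7 and 8 and fry 4 and 2, and the CHAT, DDK and acetyltransferase list had an adjusted p of 0.0627 against FL and 0.0391 against WT by camera and of 0.264 and 0.161 by fry.

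Replicate number as a block was fitted on the 16 libraries outside FL, whose numbers differ between table and labels. It gave 71 genes in null against WT, 22 in FLWF24 against WT, 4 in ΔN against WT and 16 in ΔN against FLWF24. In null against WT, *tau* (adjusted p 0.118), *Act57B* (0.0901) and the isoprenoid list (0.0745) lost their calls. Deviations of same-numbered libraries from their group means were correlated at -0.371 to 0.231 over 24 pairs, with a median of 0.017 and 5 above 0.1, so the numbers gave no sign of a shared batch.

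Leaving out each library in turn gave from 22 to 365 genes in null against FL, 38 to 285 in null against WT, 9 to 142 in both, 5 to 30 in FL against WT, 1 to 6 in FLWF24 against FL, 3 to 44 in FLWF24 against WT, 1 to 13 in ΔN against FL, 1 to 38 in ΔN against WT and 13 to 66 in ΔN against FLWF24, with 10 to 52 opposite in sign. Both extremes of null against WT and the highest of null against FL were from fits without WT replicate 3 or null replicate 3. The slopes ran from -0.298 to -0.0471 for FLWF24 and from -0.444 to -0.0215 for ΔN, the 2L odds ratio from 0.854 to 1.496, *chiffon* in FLWF24 against FL from -0.02 to 0.21, and the sex list from 0.063 to 0.915 (adjusted p, null against FL) and 0.14 to 0.96 (null against WT). The stress list lost its call in null against FL in 5 of these fits (adjusted p up to 0.156, without FLWF24 replicate 3), and the isoprenoid list in null against WT in 3 (up to 0.105, without null replicate 2). These 19 fits kept the direction and side of the threshold of *chiffon* in null against FL (-3.12 to -2.80), in ΔN against FL (0.78 to 1.10) and in WT against FL (0.05 to 0.25). The stage score difference of null and controls stayed between 3.34 and 4.52 over all 19 of its alternatives, with exact p from 0.00833 to 0.0417. Over all 38 alternatives, leaving out a library included, *chiffon* in null against FL stayed between -3.14 and -2.73 (adjusted p 4.36e-24 to 0.0123). The p of the 2L share ran from 0.193 to 1, so that it was not significant under any of them.

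The smallest library held 5495395 gene counts, and thinning all libraries to it left 15 genes in both, against 19. Thinning shows only what a lower depth does, and how many genes deeper libraries would add stays open. In simulated data, 51.5% to 57% of the changed genes were recovered against both controls with these numbers of libraries. This share holds only for the size of change that was simulated.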

Other observations

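Chosen only after the result was seen were the tests with the stage score as a covariate, the gene length tests, the comparisons of calls with and without the RUV factor and all tests on ribosomal protein genes. Splits of the compared samples into other groups of the same sizes were fitted in the same way as the real groups.

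The number of genes changed in null against both controls was 19, of which 15 were lower in null. That is lower than both values quoted from the study above. The form in which the study used RUV is not known, and RUV-normalized counts gave more genes, as given above. The share of tested genes was 0.159%. That is lower than the value quoted from the study above.

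Of the 35 splits of the 7 null and FL libraries, 1, the real one, gave as many genes as were called (the highest other split gave 57). In null against WT this was 1 of 35 splits (highest other 0), in FL against WT 1 of 35 (8), in FLWF24 against WT 1 of 35 (4) and in ΔN against FLWF24 1 of 35 (26). For the genes opposite in sign to null it was 1 of 35 splits, and for null against both controls 1 of 100 splits (highest other 1). In FLWF24 against FL 3 of 35 splits gave as many genes, in ΔN against WT 2 of 35 (highest other 39) and in ΔN against FL 12 of 35 (117), so the few calls in these 3 comparisons are no more than other splits gave. The 8 called lists were matched in 2 of 35 splits in null against FL and in 4 of 35 in null against WT. Rescue slopes as far from 0 came from 3 of 35 splits for FLWF24 and 5 of 35 for ΔN. For the share on arm 2L, 1 of 35 splits gave as small a p, which decides nothing because the other splits called 0 genes.

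The null libraries had a high stage score, so an older age of these embryos may account for part of the null result. The direction in which each gene moves with the stage score was taken from the FLWF24 and ΔN libraries alone, within genotypes. Of 1274 genes called in null against FL without a RUV factor, 83.4% moved in that direction (exact binomial interval 81.3% to 85.4%), against 63.1% of the genes not called, in line with a share of stage in those calls. Of the 17 genes called against both controls other than *chiffon* and the genes of the score, 52.9% did so (exact interval 27.8% to 77.02%), against 50.8% of the others, which leaves the part of stage open for them. With the stage score in place of the RUV factor, 1 gene besides *chiffon* was called against both controls, *lncRNA:CR40469*. Besides these, 17 of the 19 genes remain to be explained, *Act57B* of the score among them. Of these, 8, all lower in null, were still called against WT (median log2 fold change -2.41, against -2.28 with the RUV factor), which argues against older embryos, as far as the score measures them, as the whole cause of their difference from WT. Against FL, 0 of the 17 were called in that fit and 14 had an unadjusted p under 0.05, and the median of the 8 was -2.11 there, against -1.66 with the RUV factor (adjusted p 0.0548 to 0.842). The score is confounded with the null genotype, so loss of *chiffon* and older embryos cannot be told apart for the other 9 genes, nor for the difference of the 17 from FL. An advance of development caused by the mutation would act in the same way as older embryos.

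The gene left under that covariate was *lncRNA:CR40469*, which was lower in null by a log2 fold change of -5.39 against FL (adjusted p 0.00153) and -5.01 against WT (adjusted p 1.07e-05). Over all alternatives, its adjusted p ran from 1.78e-39 to 0.00153 against FL and from 2.48e-44 to 0.000215 against WT. Older embryos alone are thus unlikely to explain it. The 4 tested genes within 20000 bp had a median log2 fold change of 1.23, which speaks against a loss or silencing of the region around it. It was also lower in ΔN (166.4 ± 65.6 CPM) than in FLWF24 (393.9 ± 114.8, SD, n = 4 each), by a log2 fold change of -1.34 (adjusted p 0.0367, or -1.24 and 0.129 without the RUV factor), although ΔN had the highest mean *chiffon* level. A variant of this short gene on the X chromosome of the stocks, or an effect of *chiffon*, may remain and was not tested.

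A background linked to chromosome 2 might add to the genes called in null against WT, as null and FL share mutant chromosomes that WT lacks. Of 13 genes called in null against WT whose null value was within 0.5 of FL on the log2 scale, 38.5% were on chromosome 2, against 38.0% of the other tested genes (odds ratio 1.02, 95% interval 0.262 to 3.53, Fisher's exact two-sided p 1). All 13 had the same sign in FL against WT, as their choice and the shared WT libraries make nearly certain. With 13 genes the interval is too wide to decide on a linked background. FL carries *chiffon* in the same mutant background, so an effect of the mutation that FL restores would not leave null near FL. That argues against such an effect as the main cause for these genes. They were chosen for that closeness, however, and only 3 of the 13 were called in FL against WT. *CG31817*, within 20000 bp of *chiffon*, was lowest in WT and was called in null against WT only without the RUV factor, and it leaves a linked background open.

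Genes called in ΔN against FLWF24 were short, with a median exon length of 735 bases against 1876 for the others. Genes matched to them on length and mean CPM (167) had a median log2 fold change of -0.369, against -1.18 for the called ones, and the 120 matched genes outside the cytoplasmic ribosomal protein family had a median of -0.236. The called genes were chosen for their size of change, so this leaves open how much a length bias may add, and for this count it cannot be told apart from an effect of the transgenes. Thinning every library to the smallest gave 43 genes, which speaks against the lower depth of the ΔN libraries as the cause, and 29 of the 41 were called with and without the RUV factor, so the factor did not create these 29. The other 12 were called only with it, with adjusted p of 0.0522 to 0.489 without it and a median absolute log2 fold change of 1.17 with and 1.08 without it. They were chosen for their call with the factor, so that for them a part of the factor and a difference of the transgenes cannot be told apart. The stage score differed by -0.39 between ΔN and FLWF24 (exact two-sided permutation p 0.686 over 70 splits). Of the 30 genes opposite in sign to null, all 30 were called with the stage score in place of the RUV factor, where 38 of the 41 and 63 genes in all were called, which argues against a stage difference, as far as the score measures it, as the whole cause. A share of 26.7% moved as the stage difference of ΔN and FLWF24 foretells (exact binomial interval 12.3% to 45.9%), against 44.6% of the other genes, but as the direction of that difference is not firm this share decides nothing.

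Among these 41 genes, 20 encode cytoplasmic ribosomal proteins, and so do 17 of the 30 opposite in sign to null. The 20 became 10 with RLE and 15 with upper-quartile scaling. In null the 17 had medians of 0.26 against FL and 0.44 against WT. Of the 17, 0 were called in null, while 1 had an unadjusted p under 0.05 against FL and 9 had one against WT. Of the 88 tested genes of the family 0 were called in null (3 at an unadjusted p under 0.05 against FL and 13 against WT). The family had medians of 0.05 against FL (-0.03 with upper-quartile scaling) and 0.13 against WT. For this family an opposite sign therefore says little about null against FL. Against WT the 9 genes leave a small rise in null open. Of the 88 genes, 86 were lower in ΔN than in FLWF24, with a median log2 fold change of -0.56 (-0.51 with RLE and -0.54 with upper-quartile scaling, -0.57 without the RUV factor and -0.58 with the stage score as a covariate). Their mean log2 CPM was 9.41 ± 0.114 in ΔN and 10.1 ± 0.0375 in FLWF24 (SD, n = 4 each), a difference of -0.689 (exact two-sided permutation p 0.0286 over 70 splits), and lower in 4 of 4 ΔN libraries. It was 9.68 ± 0.207 in WT (n = 4), between both, and the family was also higher in FLWF24 than in WT, by a median of 0.32, with 6 genes called. A gene length bias is a candidate explanation. The 100 other genes matched to the family on length and CPM had a median of -0.38 (95% interval -0.55 to -0.28), and 82 of them were lower, so that most other genes of similar length were lower in ΔN as well. The match was imperfect, with a median of 422 CPM in the matched genes and 1473 in the family, and an earlier match restricted to genes not called was also made. GC content was not examined.

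The share of gene counts on antisense RNA genes was 0.142% ± 0.0808 in ΔN and 0.0607% ± 0.0109 in FLWF24 (SD, n = 4 each, exact two-sided permutation p 0.0571 over 70 splits, adjusted over 9 comparisons 0.171). Reads assigned to the wrong strand, as counting by strand would do with libraries that do not keep it, may be the source. With a full loss of strand, about as many reads would fall on no gene as on genes. In FLWF24, 3.62% ± 0.302 of reads fell on no gene, and entries other than genes took 84.9%. That argues against a full loss in FLWF24. In ΔN replicate 4, with the highest antisense share (0.254%), these values were 4.36% and 96.0%, so some loss stays open there. Over 305 antisense genes, which are not independent replicates, Spearman's rho of their log2 fold change in ΔN against FLWF24 with the relative expression of the gene on the other strand was 0.169 (95% interval 0.0645 to 0.285). This is a weak relation in the direction that reads on the wrong strand would give. A real difference in antisense RNA was not tested separately.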
